# Ibrutinib directly reduces CD8+T cell exhaustion independent of BTK

**DOI:** 10.3389/fimmu.2023.1201415

**Published:** 2023-09-12

**Authors:** Ling Li, Manzhi Zhao, Caoimhe H. Kiernan, Melisa D. Castro Eiro, Marjan van Meurs, Inge Brouwers-Haspels, Merel E. P. Wilmsen, Dwin G. B. Grashof, Harmen J. G. van de Werken, Rudi W. Hendriks, Yvonne M. Mueller, Peter D. Katsikis

**Keywords:** immune checkpoint blockade, T-cell exhaustion, ibrutinib, BTK inhibitor, CD8+ T cells

## Abstract

**Introduction:**

Cytotoxic CD8+ T cell (CTL) exhaustion is a dysfunctional state of T cells triggered by persistent antigen stimulation, with the characteristics of increased inhibitory receptors, impaired cytokine production and a distinct transcriptional profile. Evidence from immune checkpoint blockade therapy supports that reversing T cell exhaustion is a promising strategy in cancer treatment. Ibrutinib, is a potent inhibitor of BTK, which has been approved for the treatment of chronic lymphocytic leukemia. Previous studies have reported improved function of T cells in ibrutinib long-term treated patients but the mechanism remains unclear. We investigated whether ibrutinib directly acts on CD8+ T cells and reinvigorates exhausted CTLs.

**Methods:**

We used an established *in vitro* CTL exhaustion system to examine whether ibrutinib can directly ameliorate T cell exhaustion. Changes in inhibitory receptors, transcription factors, cytokine production and killing capacity of ibrutinib-treated exhausted CTLs were detected by flow cytometry. RNA-seq was performed to study transcriptional changes in these cells. Btk deficient mice were used to confirm that the effect of ibrutinib was independent of BTK expression.

**Results:**

We found that ibrutinib reduced exhaustion-related features of CTLs in an *in vitro* CTL exhaustion system. These changes included decreased inhibitory receptor expression, enhanced cytokine production, and downregulation of the transcription factor TOX with upregulation of TCF1. RNA-seq further confirmed that ibrutinib directly reduced the exhaustion-related transcriptional profile of these cells. Importantly, using btk deficient mice we showed the effect of ibrutinib was independent of BTK expression, and therefore mediated by one of its other targets.

**Discussion:**

Our study demonstrates that ibrutinib directly ameliorates CTL exhaustion, and provides evidence for its synergistic use with cancer immunotherapy.

## 1 Introduction

Cytotoxic CD8+ T cells (CTLs) are the core components of adaptive immune response, which eliminate virus-infected cells and malignant cells. Following T cell receptor (TCR) engagement, CD8+ T cells become activated and exert their cytotoxic effects. Persistent antigenic stimulation induces CTL to be dysfunctional (1–3), often referred to as exhausted, and CTL immune responses are inhibited by the upregulated PD-1 and other inhibitory receptors (IRs) (4). Therefore, reducing T cell exhaustion can be a means to improve antigen-specific immunity improve chronic infection and tumor control.

Ibrutinib is an irreversible Bruton’s tyrosine kinase (BTK) inhibitor, which is approved by FDA for the treatment of B cell malignancies (5). In chronic lymphocytic leukemia (CLL), BTK is upregulated, contributing to a continuously activated BCR signaling pathway. Direct inhibition of BTK suppresses malignant B cell proliferation, therefore, impedes disease deterioration (6). Intriguingly, accumulating evidence suggest that it also affects T cells (7, 8). CD8+ T cells in CLL patients exhibit T cell exhaustion signatures, including the co-expression of inhibitory receptors and the loss of effector function (9). However, T cells in ibrutinib treated CLL patients have reduced PD-1 expression and improved cytokine production, indicating possible effects on T cell exhaustion (10). Ibrutinib treatment also reduces chronic activation markers, like CD39 and HLA-DR, on T cells in leukemia patients. Furthermore, ibrutinib improves CD19 chimeric antigen receptor T-cell (CAR T cell) viability and expansion, decreases PD-1 expression on CAR T cells, and this is accompanied by improved clinical responses (11–13). Nevertheless, the mechanism by which ibrutinib affects T cells in hematopoietic tumors remains obscure. This effect could be either direct or indirect. Since chronic antigen stimulation is a driving force of T cell exhaustion (1, 2), ibrutinib could be reducing chronic antigen stimulation of T cells by acting on malignant B cells and reducing tumor load, and thus indirectly affecting T cell exhaustion. On the other hand, ibrutinib can also indirectly affect T cell exhaustion by reducing PD-L1 expression in CLL (14) or other immune cells, such as myeloid cells that also express BTK (15, 16), and thus indirectly mitigate T cell exhaustion. The question remains, however, whether in addition to indirect effects on T cells, ibrutinib can deliver direct effects on T cells despite BTK not being expressed in T cells (13, 17).

In this study, we investigated whether ibrutinib can directly improve the characteristics of T cell exhaustion. We used our established *in vitro* CTL exhaustion induction system, in which only purified CD8+ T cells are employed, to study that ibrutinib acts directly on T cells to ameliorate exhaustion. Our data shows that ibrutinib directly reduces CD8+T cell exhaustion, while its effect is independent of BTK expression. Ibrutinib notably mitigates the transcriptional profile of exhaustion in *in vitro* induced exhausted CTLs. Our findings provide the first evidence that ibrutinib can act directly on T cells to reduce T cell exhaustion and suggests its use to support cancer immunotherapy.

## 2 Results

### 2.1 Ibrutinib reverses the exhaustion-related phenotype of *in vitro* exhausted CTLs

To examine whether ibrutinib can directly ameliorate T cell exhaustion, we used the *in vitro* exhaustion system we established (18). In this system, purified OVA-specific OT-І transgenic CD8+ T cells that are driven to exhaustion in 5 days by repeatedly stimulating with OVA_(257-264)_ peptides (18). On day 5, ibrutinib was incubated with these exhausted T cells for an additional 3 days, and then cells were analyzed for exhaustion characteristics (**Figure 1A**). We found that 1 µM ibrutinib treatment lowered the expression of inhibitory receptors, including PD-1, Lag3, Tigit, CD160 and Tim3 (**Figures 1B, C**, and **Supplementary Figure 1**). Cells expressing multiple inhibitory receptors were also decreased with ibrutinib treatment (**Figure 1D**). Ibrutinib was able to decrease exhaustion markers in a dose-dependent manner down to 0.1 µM (**Supplementary Figure 1**). Cytokine production after peptide re-stimulation improved with ibrutinib treatment, and there were more cells producing IL-2, TNF-α and IFN-γ (**Figures 1E, F**). When the simultaneous production of these three cytokines was analyzed, the frequency of double and triple cytokine producing cells was significantly increased upon ibrutinib treatment (**Figure 1G**), which indicates that ibrutinib treatment partially rescues the polyfunctionality of exhausted T cells. Ibrutinib increased the CD107a expression and degranulation after peptide stimulation in exhausted T cells but decreased intracellular granzyme B (GzmB) (**Supplementary Figures 2A, B**). Despite increasing CD107a expression, however, ibrutinib did not improve the killing capacity of these cells (**Supplementary Figure 2C**). We next examined TCF1 and TOX, key transcription factors known to be involved in T cell exhaustion. TCF1 expression indicates progenitor exhausted T cells and serves as a predictor of ICB efficiency (19, 20). TOX increases dramatically and sustainably when T cells become terminally exhausted (21). With ibrutinib treatment, we found that the exhaustion-related transcription factor signatures of the exhausted cells improved, as it decreased TOX expression while increasing TCF1 expression in OT-І cells (**Figures 2D, E**).

**Figure 1:**
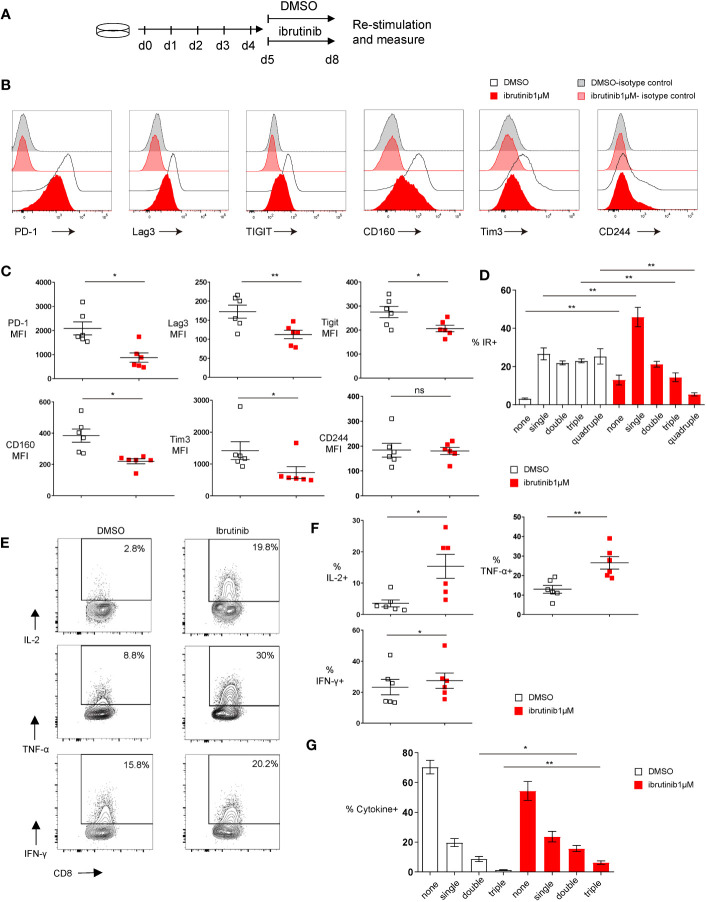
Ibrutinib rejuvenates *in vitro* exhausted CD8+ T cell functions. **(A)** Scheme of testing ibrutinib effects on *in vitro* CTL exhaustion. By repeatedly stimulating the purified OT-І T cells with OVA(257-264) peptide for 5 days, *in vitro* exhausted CTLs were induced. From day 5, the cells were treated with DMSO or 1μM ibrutinib. On day 8, function and phenotype of the cells were determined. **(B)** Representative histograms depicting the expression of inhibitory receptors and isotype controls on DMSO or ibrutinib treated exhausted cells on day 8 of the *in vitro* exhaustion culture. **(C)** Pooled data showing the median fluorescence intensity (MFI) of the inhibitory receptors expressed on DMSO or ibrutinib treated cells. **(D)** Bar chart depicting frequency of cells expressing either one, two, three or four of the inhibitory receptors (IRs) PD-1, Lag3, Tim-3 and Tigit. **(E)** Representative FACS plots illustrating percentage of cytokine-producing CD8+ T cells after OVA(257-264) peptide re-stimulation and intracellular cytokine staining. Exhausted OT-I CD8+ T cells were re-stimulated on day 8 for 6 hours with OVA(257-264) peptide and intracellular cytokines were measured by flow cytometry. **(F)** Pooled data showing the frequency of cytokine producing CD8+ T cells. **(G)** Bar graph depicting the frequency of cells producing either one, two or three of the cytokines (IL-2, TNF-α and IFN-γ) simultaneously. Each symbol represents one animal (n=6), 4 independent experiments performed. Lines depict mean ± SE. Between the groups, paired-t test was performed, except for MFI of PD-1, CD160 and Tim3, where the Wilcoxon matched-pairs signed rank test was used “ns” indicates not significant (p>0.05) *P<0.05, **P<0.01.

**Figure 2:**
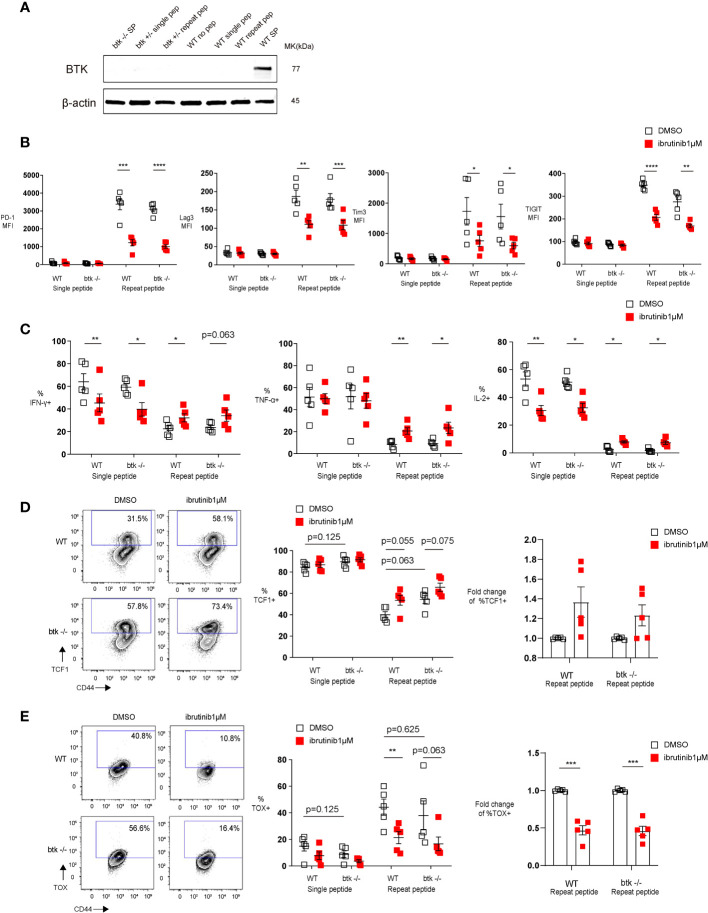
The T cell exhaustion decreasing effect of Ibrutinib is independent of Btk expression. Purified OT-І cells from wild type (WT) or btk deficient (btk-/-) mice were stimulated once with OVA (257-264) peptide or repeatedly stimulated for 5 days, and then treated with DMSO or 1 µM ibrutinib till day 8, when phenotype and function of cells was determined. **(A)** Western blot examining the expression of BTK in *in vitro* exhausted OT-I cells (day 5 of repeat peptide stimulation) or OT-I cells stimulated once with peptide. Wild type (WT) and btk+/- OT-I cells shown. WT and btk-/- splenocytes shown as positive and negative controls. **(B)** Pooled data depicting the expression of inhibitory receptors. **(C)** Pooled data showing the frequency of cytokine producing cells re-stimulated on day 8 with OVA(257-264) peptide for 6h. **(D)** Representative flow cytometry plots (left) and pooled data (middle) showing the frequency of TCF1+ CD44+ CD8+ T cells from either WT or btk-/- mice after DMSO or 1 µM ibrutinib treatment. Bar graph (right) demonstrates the fold change of %TCF1+ in exhausted T cells from either WT or btk-/- mice after treatment with DMSO or 1 µM ibrutinib. **(E)** Representative flow cytometry plots (left)and pooled data (middle) illustrating the frequency of TOX+ CD44+ CD8+ T cells from either WT or btk-/- mice after treatment with DMSO or 1 µM ibrutinib. Bar graph (right) demonstrates the fold change of %TOX+ in exhausted T cells from either WT or btk-/- mice after treatment with DMSO or 1 µM ibrutinib. Each symbol represents one animal (n=5), 5 independent experiments performed. Lines depict mean ± SE. To compare different groups, paired-t test was performed with exemption of **(B)** % of IL-2+ cells and C) % of TOX+ cells, where Wilcoxon matched-pairs signed rank test was used. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

To exclude the effect of ibrutinib acting by reversible binding to other kinases because of its continuous presence in our cultures, we tested drug washouts and daily ibrutinib redosing for 1 hour in our *in vitro* exhaustion system. From day 5 when cells are exhausted, cells are either treated daily (days 5, 6 and 7) with 1 µM ibrutinib or DMSO for 1 hour followed by two washing steps. However, these cells showed a partial reduction of exhaustion even in the absence of ibrutinib treatment. Ibrutinib in this scheme provided no additional phenotypic changes compared to the control (**Supplementary Figure 3**). The above indicate that the continuous TCR stimulation is required for the effect of ibrutinib in the system as this washout approach removed peptide stimulation that otherwise persists in these cultures throughout the culture period.

Overall, these results indicated that ibrutinib directly acts on T cells to ameliorate key features of CTL exhaustion by downregulating inhibitory receptors, improving cytokine production and polyfunctionality while downregulating TOX and increasing TCF1 transcription factors.

### 2.2 Reduction of CD8+T cell exhaustion by ibrutinib is not mediated by BTK inhibition

Since T cells do not express BTK (22, 23) and in order to understand how ibrutinib directly reverse exhaustion, we first performed a Western blot analysis to examine BTK expression in *in vitro* exhausted T cells. We found that BTK is not expressed in exhausted T cells (**Figure 2A**), indicating that the effect of ibrutinib on exhausted T cells is BTK-independent. To further exclude a role for BTK in ibrutinib’s effect, we submitted *btk*-/- OT-I cells to our *in vitro* exhaustion protocol and found that *btk*-/- OT-I cells, similar to wild type OT-I cells, were readily exhausted *in vitro.* Furthermore, when *btk-*/- OT-I cells were *in vitro* exhausted and treated with ibrutinib, ibrutinib retained its ability to ameliorate exhaustion-related features of these cells. Ibrutinib could decrease inhibitory receptor expression (**Figure 2B**) as well as improve cytokine production in *btk*-/- OT-I cells (**Figure 2C**). Ibrutinib also prevented the upregulation of TOX in *in vitro* exhausted *btk*-/- OT-I cells (**Figure 2E**) and a higher frequency of *in vitro* exhausted *btk*-/- T cells maintained TCF1 expression (**Figure 2D**).

Taken together, these results demonstrated that ibrutinib’s *in vitro* ability to directly reverse key features of CTL exhaustion is independent of BTK.

### 2.3 Chronic TCR stimulation in exhausted CTLs is suppressed by ibrutinib

CTLs become functionally exhausted in the course of chronic infections, which is induced by continuous TCR stimulation due to chronic antigen stimulation (1). In the downstream signaling of TCR, Tec family kinases are involved in the activation process. The activation of Tec kinases phosphorylates the important downstream target phospholipase C-γ1 (PLC-γ1), initiating the crucial biological cascade of TCR signaling. IL-2–inducible kinase (ITK) is the predominant Tec kinase, which is also one of the targets of ibrutinib (24). Since chronic TCR signaling stimulation drives exhaustion (1, 2), we examined whether ibrutinib affected TCR signaling in *in vitro* exhausted CTLs. Using our *in vitro* exhaustion system, we first exhausted T cells with repeat peptide stimulation. On day 5, the cells were treated with either DMSO or ibrutinib. Treating with ibrutinib inhibited the activation of ITK as the phosphorylation of ITK (Tyr180) was significantly decreased in exhausted T cells (**Figure 3A**). Furthermore, the phosphorylation of PLC-γ1 (Tyr783) was also diminished with ibrutinib treatment in these cells (**Figure 3B**). Our data indicate that the reversal of T cell exhaustion by ibrutinib, is at least in part, due to temper continuous TCR stimulation in exhausted CTLs.

**Figure 3:**
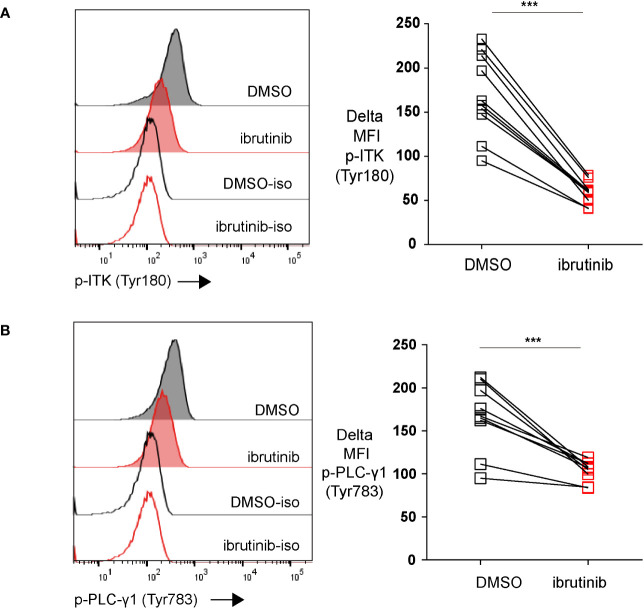
Ibrutinib downregulates the phosphorylation of both ITK (Tyr180) and PLC-γ1 (Tyr783). **(A)** Representative histograms and pooled data showing ITK (Tyr180) phosphorylation in exhausted CTLs that were treated on day 5 with ibrutinib or DMSO and detected on day 6. **(B)** Representative histograms and pooled data showing the phosphorylation of PLC-γ1 (Tyr783) in exhausted CTLs that were treated on day 5 with ibrutinib or DMSO and examined on day 6. Each symbol represents one animal (n=8), 8 independent experiments performed. Between the groups, paired-t test was performed to test for statistical significance. ***P<0.001.

### 2.4 Ibrutinib improves the transcriptional profile of *in vitro* exhausted CD8+ T cells

We next examined whether ibrutinib treatment of *in vitro* exhausted CD8+ T cells could directly change the transcriptional profile of these cells. For this we first exhausted OT-I cells for 5 days and then treated cells with ibrutinib or left them without treatment until day 8. 

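OT-I cells are CD8+ T cells whose T cell receptor recognizes a peptide of ovalbumin (OVA). Single peptide stimulated cells met this peptide only at the start of the culture, whereas repeat peptide stimulated cells were kept with it. From day 5 to day 8 the cells were treated with 1 µM ibrutinib or with its solvent DMSO, and live cells were lysed on day 8. Polyadenylated RNA was made into strand-specific libraries and sequenced from both ends. The 18 libraries analysed here comprise 4 of repeat peptide stimulated cells with DMSO, 5 of repeat peptide stimulated cells with ibrutinib, 5 of single peptide stimulated cells with DMSO and 4 of single peptide stimulated cells with ibrutinib. The sample labels also name the experiment each culture came from, here lettered A to F. Among these 18 libraries, experiments A, B, C and D are represented in every group. Experiment E has only a repeat peptide ibrutinib library and F only a single peptide DMSO library. The labels list the strain of all 18 libraries as wild type, but their genotype entry for experiments B to E names a *btk* knockout. The paper describes this RNA-seq experiment without *btk* deficient cells, so the entry was read as the name of the experiment and all libraries were taken as wild type. The authors mapped trimmed reads to GRCm38 with STAR inside RSEM, which estimates the number of reads from each of 45706 Ensembl genes. Reads that fit several genes are shared out between them, so that 2925 genes had a fractional expected count in at least 1 library. The total expected count per library ranged from 24174545 to 37951343 (median 27850561) for repeat peptide cells with DMSO and from 23449518 to 51995372 (median 25639602) for repeat peptide cells with ibrutinib. It ranged from 23445922 to 34813285 (median 25957517) for single peptide cells with DMSO and from 30844731 to 34852484 (median 31459320) for single peptide cells with ibrutinib. The expected counts were rounded to whole numbers and limited to 27903 protein-coding and lncRNA genes, which held 98.5% of all counts. After edgeR's filter on low counts, 12255 genes were tested with its quasi-likelihood test in a single fit of the 4 groups, with TMM normalization. Normalized counts below are counts scaled to the mean effective library size. As in the paper's methods, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05, a mean normalized count of at least 50 and an absolute log2 fold change above 0.2. The choice of test, of these thresholds and of whether the fit contains the experiment each could change the number of called genes.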

Cells were then analyzed by RNA-seq. 

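In a PCA of the rlog values of the 500 most variable genes, the first component (PC1) held 81.1% of the variance and the second 6.91%. Repeat peptide stimulated cells with DMSO had a PC1 score of -28.13 ± 2.96 (SD, n = 4) and single peptide stimulated cells with DMSO one of 17.96 ± 2.15 (SD, n = 5). The scores of the former ranged from -30.94 to -24.84 and those of the latter from 14.34 to 19.66, without overlap (two-sided exact permutation test over 126 splits, p = 0.00794, the smallest p that 4 libraries against 5 allow). Between these DMSO groups 5765 genes were called, 2799 higher and 2966 lower in repeat peptide stimulated cells. With the experiment added to the fit as a block, 6564 genes were called, 5698 of them in common. Requiring an absolute log2 fold change above 1 left 1994 genes. The genes named here are those with the largest fitted log2 fold changes, and lower bounds need not follow that order. The 3 that rose had no count in any single peptide DMSO library, so only a lower bound of their fold change can be given. *Gm156* (ENSMUSG00000071158, chromosome 6 of GRCm38 from 129766568 to 129784270) had 3165 ± 1492 normalized counts (SD, n = 4) in repeat peptide cells, which is at least 926-fold higher. *Slc16a11* (ENSMUSG00000040938, chromosome 11 from 70212752 to 70216417) was at least 83.7-fold higher and *Slc26a10* (ENSMUSG00000040441, chromosome 10 from 127171393 to 127180645) at least 72.7-fold higher, whereas *Ccdc184*, with at most 2 counts in those libraries, was at least 87.8-fold higher. The 3 that fell had at most 1 count in any repeat peptide DMSO library. *Kirrel* (ENSMUSG00000041734, chromosome 3 from 87078593 to 87174747) had 678.2 ± 256.2 normalized counts (SD, n = 5) in single peptide cells and was at least 228-fold lower in repeat peptide cells. *Pdlim4* (ENSMUSG00000020388, chromosome 11 from 54054928 to 54069014) was at least 63.9-fold lower and *Slc16a5* (ENSMUSG00000045775, chromosome 11 from 115462474 to 115474398) at least 63.7-fold lower. The lower bounds set the group without counts to a floor of 3 counts.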

By visualizing the RNA-seq results with Principal Component Analysis (PCA), we found that single peptide stimulated cells and repeat peptide stimulated cells were distinctly separated (**Figure 4A**), something we have previously demonstrated (18). 

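Repeat peptide stimulated cells with ibrutinib had a PC1 score of -14.5 ± 5.15 (SD, n = 5), between the DMSO-treated repeat and single peptide groups. Their scores ranged from -20.59 to -10.47 and overlapped neither group (two-sided exact permutation tests, p = 0.0159 against repeat peptide DMSO over 126 splits and p = 0.00794 against single peptide DMSO over 252 splits). On the line from the mean of repeat peptide DMSO to the mean of single peptide DMSO, the ibrutinib group stood at 29.6% of the way. Within experiments A, B, C and D the ibrutinib library lay 15.97, 13.8, 9.71 and 11.27 further toward the single peptide side than its DMSO library. The position moved most, to 33.1%, without repeat ibrutinib replicate C, and no other transformation, number of genes or library left out took it below 27.4%. Ibrutinib also moved single peptide stimulated cells along PC1, away from the repeat peptide cells, to 23.8 ± 2.52 (SD, n = 4) or 112.7% of the way (two-sided exact permutation test against single peptide DMSO, p = 0.00794). On PC2 the ibrutinib libraries did not differ from the DMSO libraries (two-sided exact permutation tests, p = 0.825 for repeat and p = 0.69 for single peptide).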

Ibrutinib treatment drove the repeat peptide stimulated cells to cluster more closely with single peptide stimulated cells. There were 1745 significant differentially expressed genes between the repeat peptide stimulated exhausted cells with or without ibrutinib treatment (**Figure 4B**). Specifically, ibrutinib downregulated the expression of genes encoding for the inhibitory receptors *Pdcd1* (1.8 fold), *Lag3* (1.9 fold) and *Tigit* (2.1 fold), but did not affect *Havcr2*/*Tim3*, *Cd160* and *Cd244a* significantly (**Figure 4C**). 

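With the test described for these libraries, 726 genes were called between repeat peptide stimulated cells with ibrutinib and with DMSO, 491 higher and 235 lower with ibrutinib. An unadjusted p-value under 0.05 was found for 2647 genes. Requiring an absolute log2 fold change above 1, the setting with the largest ratio to this count, left 237 genes. With the experiment as a block 1694 genes were called, including 713 of the 726. Leaving out a single library gave from 354 called genes, without repeat DMSO replicate D, to 874, without repeat ibrutinib replicate C. By the fitted log2 fold change, the called genes with the largest rise in each of experiments A to D were close to absent from repeat peptide cells with DMSO. *Parvb* (ENSMUSG00000022438, chromosome 15 of GRCm38 from 84232043 to 84315688) had 29.54 ± 15.08 normalized counts (SD, n = 5) with ibrutinib and at most 1 count in any DMSO library, and was at least 9.93-fold higher. *Sorcs2* (ENSMUSG00000029093, chromosome 5 from 36017180 to 36398139) was at least 9.8-fold higher and *Kirrel* at least 3.57-fold higher, the latter losing its call in 6 of the 9 fits that each left out 1 library. *Trim30c* (ENSMUSG00000078616, chromosome 7 from 104382065 to 104400837) rose by a log2 fold change of 3.87 (standard error 0.504) and *Fn3k* (ENSMUSG00000025175, chromosome 11 from 121434913 to 121450491) by 3.64 (standard error 0.686). *Trim30c* belongs to a family of close copies, between which the authors' counting divides shared reads. The largest falls, ranked in the same way, were those of *Hspa1a* (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156), *Ccdc184* (ENSMUSG00000029875, chromosome 15 from 98167158 to 98170134), *Grb10* (ENSMUSG00000020176, chromosome 11 from 11930508 to 12038683), *Tg* (ENSMUSG00000053469, chromosome 15 from 66670753 to 66850721) and *Acsl6* (ENSMUSG00000020333, chromosome 11 from 54303798 to 54364756). Their log2 fold changes were -3.58 (standard error 0.845), -3.37 (0.682), -3.07 (0.728), -3.07 (0.543) and -2.94 (0.796). *Hspa1a* has a near-identical copy, *Hspa1b*, and its change was -1.76 (adjusted p = 0.245, edgeR) without repeat DMSO replicate D. *Grb10* was no longer called without repeat DMSO replicate C (adjusted p = 0.106, edgeR) and *Acsl6* in 5 of the 9 fits that each left out 1 library. Of the 726 genes, 701 were also called between repeat and single peptide stimulated cells with DMSO, and 699 of these changed in the opposite direction with ibrutinib. Across all tested genes the log2 fold changes of these comparisons had a Pearson correlation of -0.786. Both comparisons use the repeat peptide DMSO libraries, which alone gives a negative value, and 20 simulations of groups unchanged by ibrutinib gave from -0.159 to -0.092. Genes are not independent replicates, so no p-value is given for this correlation.

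**Figure D1:**
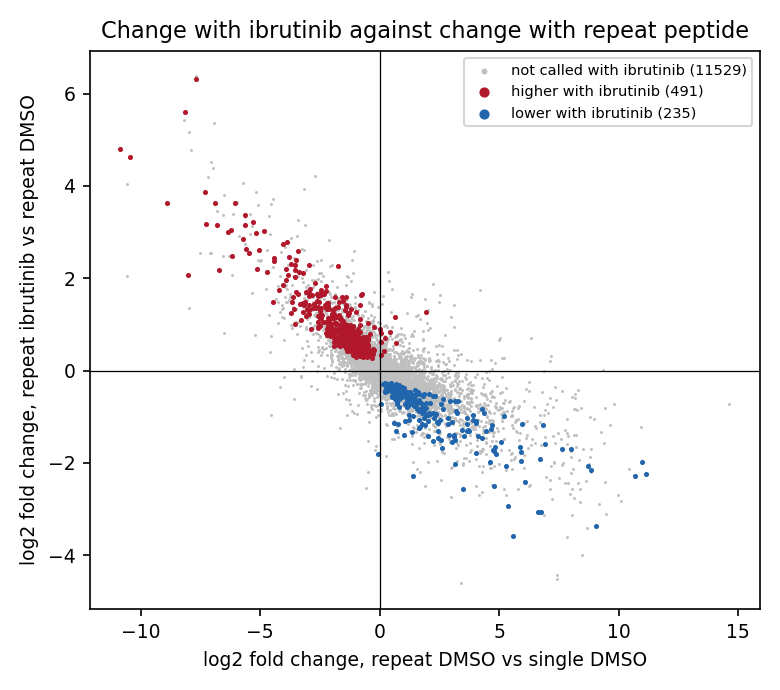
Each point is 1 of the 12255 tested genes, with its log2 fold change between repeat and single peptide stimulated cells with DMSO on the x axis and between repeat peptide stimulated cells with ibrutinib and with DMSO on the y axis. Of the genes called with ibrutinib, 491 higher (red) lie mostly at the upper left and 235 lower (blue) mostly at the lower right, with 699 opposite in sign to the change with repeat peptide among the 701 called in both comparisons.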

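*Pdcd1*, which encodes PD-1 (ENSMUSG00000026285, chromosome 1 of GRCm38 from 94038305 to 94052553), had 9950 ± 2027 normalized counts (SD, n = 4) in repeat peptide stimulated cells with DMSO and 4427 ± 783.9 (SD, n = 5) with ibrutinib. Its log2 fold change was -1.17 (standard error 0.169, adjusted p = 0.000412 from edgeR's quasi-likelihood test), a 2.25-fold decrease. In single peptide stimulated cells with DMSO it had only 161 ± 29.06 (SD, n = 5), so that ibrutinib left it far above that level. *Lag3* (ENSMUSG00000030124, chromosome 6 from 124904361 to 124911705) fell from 8194 ± 785.3 (SD, n = 4) to 4299 ± 926 (SD, n = 5), or 1.91-fold, with a log2 fold change of -0.93 (standard error 0.201, adjusted p = 0.00887, edgeR). *Tigit* (ENSMUSG00000071552, chromosome 16 from 43648867 to 43664146) fell from 3078 ± 372.3 (SD, n = 4) to 1467 ± 291.7 (SD, n = 5), or 2.1-fold, with a log2 fold change of -1.07 (standard error 0.268, adjusted p = 0.0211, edgeR). In each of experiments A to D all 3 genes were lower in the ibrutinib library. *Tigit* lost its call in 4 of the 9 fits that each left out 1 library, with adjusted p-values of at most 0.0698, and with no filter on low counts (adjusted p = 0.0517, edgeR). *Havcr2* (ENSMUSG00000020399, chromosome 11 from 46454935 to 46481255) was also lower in all 4 experiments, at 235.2 ± 80.37 (SD, n = 4) with DMSO and 92.31 ± 90.84 (SD, n = 5) with ibrutinib. The difference of -1.35 on the log2 scale did not pass the threshold (standard error 0.651, unadjusted p = 0.0523, adjusted p = 0.237, edgeR). The ibrutinib values ranged from 14.6 in replicate A to 244.6 in replicate B, without which the difference was -2.09 (adjusted p = 0.0736, edgeR). *Cd160* (ENSMUSG00000038304, chromosome 3 from 96798763 to 96829351) differed by -0.14 (standard error 0.187, adjusted p = 0.713, edgeR). *Cd244a* (ENSMUSG00000004709, chromosome 1 from 171559193 to 171609746) differed by -0.50 (standard error 0.515, adjusted p = 0.616, edgeR), a value that either library of experiment B moves. Without repeat ibrutinib replicate B, which had 827 normalized counts against at most 251.1 in the other ibrutinib libraries, it was -1.37 (adjusted p = 0.0591, edgeR), and without repeat DMSO replicate B it was 0.03 (adjusted p = 0.982, edgeR).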

Ibrutinib also corrected some of the transcription factor changes that are induced by T cell exhaustion. 

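*Tox* (ENSMUSG00000041272, chromosome 4 of GRCm38 from 6686353 to 6991557) had 1676 ± 310.2 normalized counts (SD, n = 4) in repeat peptide stimulated cells with DMSO, 1016 ± 188.9 (SD, n = 5) with ibrutinib and 281.2 ± 27.07 (SD, n = 5) in single peptide stimulated cells with DMSO. The log2 fold change with ibrutinib was -0.72 (standard error 0.17, adjusted p = 0.0143, edgeR), a 1.65-fold decrease that was past the threshold in each of the 9 fits that left out 1 library. *Irf4* (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766976) fell from 5193 ± 933.2 (SD, n = 4) to 2103 ± 505.9 (SD, n = 5), against 968.6 ± 146.6 (SD, n = 5) in single peptide stimulated cells with DMSO. Its log2 fold change was -1.30 (standard error 0.186, adjusted p = 0.000373, edgeR), a 2.47-fold decrease. In experiments A to D both genes were lower with ibrutinib in every pair of libraries.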

*Tox* and *Irf4* were downregulated by 1.6 and 2 fold, respectively. *Tcf7* and *Eomes* were upregulated (1.8 fold and 2.2 fold, respectively) while *Tbx21*, Batf and Nfatc1 were not affected (**Figure 4C**). 

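*Tcf7*, which encodes TCF1 (ENSMUSG00000000782, chromosome 11 of GRCm38 from 52252371 to 52283014), rose from 4925 ± 1559 normalized counts (SD, n = 4) with DMSO to 9376 ± 2840 (SD, n = 5) with ibrutinib. This is a log2 fold change of 0.93 (standard error 0.204, adjusted p = 0.00965 from edgeR's quasi-likelihood test), or 1.9-fold, and *Tcf7* was higher with ibrutinib in all 4 experiments that had both libraries. It was not past the threshold when only the compared groups were fitted (adjusted p = 0.0508, edgeR). Single peptide stimulated cells with DMSO had 22020 ± 2454 (SD, n = 5). *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) was also higher with ibrutinib in all 4 experiments, at 488.4 ± 356.6 (SD, n = 5) against 188 ± 125.1 (SD, n = 4), a 2.59-fold difference. With a log2 fold change of 1.37 (standard error 0.448) its adjusted p-value of 0.0743 from edgeR did not pass the threshold. It passed with DESeq2's Wald test (adjusted p = 0.0454) and in the fits without repeat DMSO replicate B (0.0169), repeat ibrutinib replicate C (0.0268) or repeat ibrutinib replicate D (0.0484), but not with the experiment as a block (0.149). Over all fits its adjusted p-value lay between 0.0169 and 0.221. *Tbx21* (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331) changed by -0.09 on the log2 scale (standard error 0.204, adjusted p = 0.85, edgeR), and its sign depended on the processing. *Batf* (ENSMUSG00000034266, chromosome 12 from 85686669 to 85709087) changed by 0.13 (standard error 0.192, adjusted p = 0.739, edgeR) and *Nfatc1* (ENSMUSG00000033016, chromosome 18 from 80606205 to 80713071) by -0.27 (standard error 0.124, adjusted p = 0.216, edgeR). Of the 13 inhibitory receptor and transcription factor genes that the paper names here, 6 passed the threshold when p-values were adjusted over all tested genes and 7, with *Eomes*, when they were adjusted over the list alone. The paper reports these genes from the same libraries, so the second count is not independent evidence.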

We next used gene set enrichment analysis (GSEA) to confirm whether ibrutinib reduced the exhausted related transcriptional profile of *in vitro* exhausted CD8+ T cells. We found that ibrutinib treated cells downregulated genes that are upregulated in T cell exhaustion while upregulating genes that are downregulated in exhaustion (**Figure 4D**), thus mitigating the gene expression changes induced by exhaustion. 

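The published exhaustion gene sets used in the paper are not listed in its text and were not used here. Instead, genes that change with repeat peptide were defined in some experiments and tested in others, so that no library entered both steps. From experiments A, B and F, genes with an adjusted p-value under 0.05 (edgeR) and an absolute log2 fold change above 1 between repeat and single peptide stimulated cells with DMSO gave a set of 1421 genes higher and a set of 986 genes lower in repeat peptide cells. They were then tested in repeat peptide stimulated cells of experiments C, D and E, with 3 ibrutinib and 2 DMSO libraries. Of the higher set, 1410 genes could be tested, and their median log2 fold change with ibrutinib was -0.47, with 88.3% below 0 (limma's camera test, adjusted p = 3.74e-30 over both sets). Of the lower set, 907 genes could be tested, with a median of 0.52 and 91.1% above 0 (camera, adjusted p = 2.28e-37). The camera test presets a correlation of 0.01 between genes. With limma's fry, which takes the correlation from the libraries, the lower set passed (adjusted p = 0.0147) and the higher set did not (adjusted p = 0.08). With fgsea, which the paper used, the normalized enrichment scores were -3.33 for the higher and 3.65 for the lower set. The median gene of these sets lost 25.3% of its change with repeat peptide under ibrutinib. Taken for each ibrutinib library on its own, this share was 18.7% in replicate C, 16.8% in replicate D and 40.8% in replicate E, a spread (SD) of 13.3. Other divisions of the experiments gave from 28.4% to 34.2%. A fit with the experiment as a block gave 17.8%, which rests on experiments C and D alone. Experiment E has no DMSO library, so the block leaves out its higher share. Simulated data without any reversal gave -0.1%. With sets and test from all libraries the share was 31.5%, against at most 3.29% in 20 simulations in which ibrutinib changed nothing. The paper reasons from the opposite direction of its enrichments, down for genes that rise in exhaustion and up for genes that fall, that ibrutinib mitigates the gene expression changes induced by exhaustion (Fig. 4D).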

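The paper's pathway software was not run here. A list of 32 interferon genes, fixed before the counts were seen, held the receptors and their kinases (among them *Ifnar1*, *Ifnar2*, *Ifngr1*, *Jak1*, *Jak2* and *Tyk2*) and genes induced through them. Between repeat peptide stimulated cells with ibrutinib and with DMSO its genes changed in both directions, with a median difference of 0.04 in log2 CPM (counts scaled for library size) and 17 of 32 genes higher (limma's camera test, adjusted p = 0.13 over 6 such lists). Left-out libraries moved this adjusted p-value between 0.048 and 0.745. Of the list, 5 genes were called higher and 3 lower, and with the experiment as a block 10 higher and 6 lower. *Gbp2* (ENSMUSG00000028270, chromosome 3 of GRCm38 from 142620602 to 142638008) rose from 3028 ± 496.4 normalized counts (SD, n = 4) to 9092 ± 1656 (SD, n = 5), a log2 fold change of 1.59 (standard error 0.228, adjusted p = 0.000376, edgeR). *Gbp3* rose by 0.92 (adjusted p = 0.00281, edgeR), *Irf1* by 0.77 (0.00799), *Ifngr2* by 1.15 (0.0126) and *Ifnar2* by 0.59 (0.0278). *Usp18* differed by -1.41 (adjusted p = 0.0402, edgeR), *Oas1a* by -1.13 (0.0277) and *Irf7* by -0.72 (0.0165). These 8 genes were picked from the list by their adjusted p-values. The *Gbp* and *Oas* genes have close copies with which they can share reads.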

Performing ingenuity pathway analysis (IPA) on the differentially expressed genes between ibrutinib treated and untreated *in vitro* exhausted CD8+ T cells, revealed activation of interferon signaling and inflammation related signaling (**Supplementary Table 1A**). At the same time, the exhaustion-associated metabolic pathways, check-point blockade pathway and cell death were all inhibited after ibrutinib treatment (**Supplementary Table 1B**). 

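Lists fixed before the counts were seen covered genes of some of these pathways. In repeat peptide stimulated cells, 16 of 17 glycolysis genes were lower with ibrutinib than with DMSO, with a median difference of -0.45 in log2 CPM (limma's camera test, adjusted p = 4.66e-06 over the lists). *Eno3* (ENSMUSG00000060600, chromosome 11 of GRCm38 from 70657202 to 70662513) fell from 3330 ± 165.2 normalized counts (SD, n = 4) to 1570 ± 435.6 (SD, n = 5), a log2 fold change of -1.08 (standard error 0.158, adjusted p = 0.00043, edgeR). *Tpi1*, *Gapdh* and *Pfkp* were called lower as well. With the experiment as a block 8 glycolysis genes were called lower, without *Pfkp* (adjusted p = 0.0525, edgeR). Of 9 mevalonate pathway genes, 7 were lower, with a median of -0.68 (camera, adjusted p = 0.00418), but no single one was called without the block and 3 were with it (*Hmgcs1*, *Mvk* and *Pmvk*). Of 10 inhibitory receptor genes, 9 were lower, with a median of -0.84 (camera, adjusted p = 5.55e-05), and *Cd200* was called beside *Pdcd1*, *Lag3* and *Tigit*. The paper names 6 of these 10 genes from the same libraries, so that this list is not independent evidence. The 25 genes of death receptor signaling did not move as a group, with a median of -0.04, 12 genes higher and 13 lower (camera, adjusted p = 0.826). *Tnfrsf10b* was the only one called, at -1.07 (adjusted p = 0.04, edgeR), while the block called 3 genes of this list higher and 2 lower. With fry the glycolysis (adjusted p = 0.0118) and inhibitory receptor (0.00092) lists passed the threshold and the mevalonate list did not (0.065). With camera's correlation estimated from the libraries none of the lists passed, the inhibitory receptor list coming closest (adjusted p = 0.0605).

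**Figure D2:**
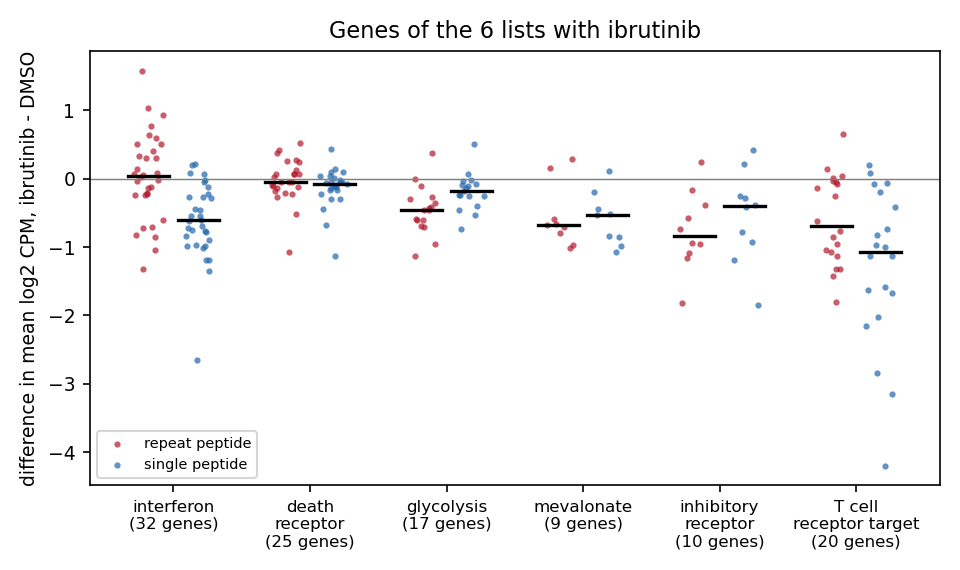
Each point is a gene of 1 of 6 lists, and its height is the difference in mean log2 CPM between ibrutinib and DMSO libraries in repeat peptide (red) or single peptide (blue) stimulated cells. Black bars are the medians, which in repeat peptide stimulated cells lie at 0.04 for interferon, -0.04 for death receptor, -0.45 for glycolysis, -0.68 for mevalonate, -0.84 for inhibitory receptor and -0.69 for T cell receptor target genes.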

Overall, these results further support that ibrutinib acts directly on exhausted CD8+ T cells and decreases their exhaustion-associated gene transcriptional signature.

**Figure 4:**
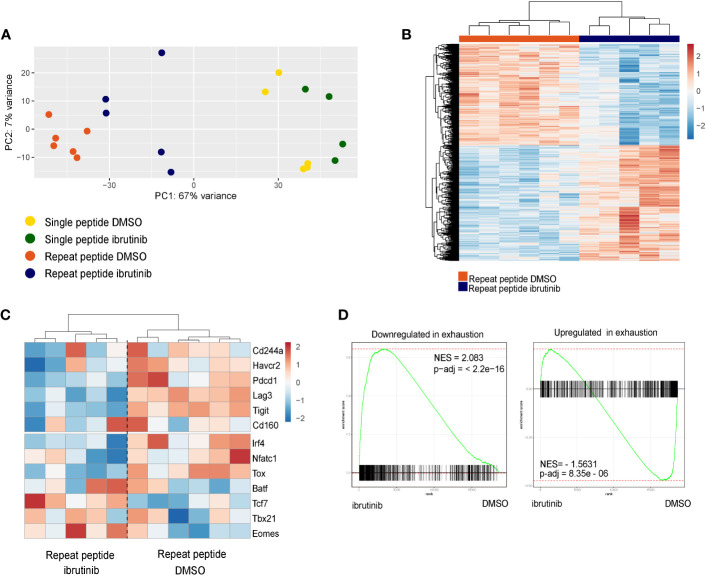
Ibrutinib reduces the exhaustion-related transcriptional signature of *in vitro* exhausted cells. RNAseq was performed with the single peptide stimulated and repeat peptide stimulated cells after treatment of cells with ibrutinib or DMSO from day 5 to day 8. **(A)** Principle Component Analysis (PCA) plot of RNAseq results. **(B)** Heatmap depicting the significantly differentially expressed genes between ibrutinib-treated cells and DMSO-treated exhausted T cells. **(C)** Heatmap showing a specific subset of exhaustion-related genes (inhibitory receptors and Transcription factors). The color key in heat maps of **(B, C)** indicates transcript-based z-score expression values. **(D)** Differentially expressed genes expression changes induced by ibrutinib in exhausted T cells were analyzed using Gene set enrichment analysis (GSEA). The gene set downregulated in exhausted T cell is enriched in genes upregulated by ibrutinib (left) while the gene set upregulated in exhausted T cell is enriched in genes downregulated by ibrutinib (right).

## 3 Discussion

Our study demonstrates that ibrutinib directly reverses the exhaustion-related signature of *in vitro* exhausted CTLs, and this is independent of inhibiting BTK. We show that ibrutinib not only downregulated inhibitory receptors, but also improved these cells functionally shown by increased cytokine production. Ibrutinib resulted in a less exhausted transcriptional signature with changes in key exhaustion-related transcription factors.

T cells in CLL patients are dysfunctional. Improved function of T cells in B cell malignancies treated by ibrutinib have been described in recent years (10, 13, 25). However, it remains unclear if these effects are the result of reduced antigenic load as a consequence of BTK inhibition of malignant B cells or a potential indirect effect on other immune cell populations because of on-target or off-target inhibitory effects. Since chronic antigen stimulation plays a critical role in T cell exhaustion (1, 2), reducing B cell tumor load with ibrutinib could indirectly affect T cell exhaustion. Meanwhile, other cell populations can also be targeted by ibrutinib, therefore impacting T cell indirectly. Long et al. have reported that both ibrutinib and acalabrutinib, a selective BTK inhibitor, markedly reduced PD-1 and CTLA-4 expression on T cells in CLL patients (25). As this reduction was detected in patients who just completed 2 months BTK inhibitor treatment when most of patients still had lymphocytosis, these phenotypic changes on T cells were independent of tumor load. This may be due to the on-target effects of BTK inhibitor on CLL cells affecting immune suppression (25), or on other non-T cell populations (16). When CD19-targeted CAR T cell therapy was combined with ibrutinib, it was found that ibrutinib enhanced the function and engraftment of CAR T cells (11). Although these effects on CAR-T cells could also be caused by the reduced B cell tumor burden, reduced cytokine release by ibrutinib concurrently with CAR T-cell therapy was also observed in patients who had failed ibrutinib treatment alone, suggesting a tumor-burden independent effect on bystander immune and non-immune cells (26). Additionally, the off-target effect of ibrutinib, known as BTK-independent, may also contribute to the effects on T cells. This is indicated by other studies showing that the highly specific BTK inhibitors, zanubrutinib or acalabrutinib, could not induce the same changes on T cells as ibrutinib does (25, 27, 28). Our findings support that notion that ibrutinib directly acts on T cells to reinvigorate T cell exhaustion, but *in vivo* ibrutinib treatment may also affect other cells further contributing to the improvement of T cell function.

In our *in vitro* exhaustion system, 1 μM ibrutinib was used for testing the functional and transcriptional changes on exhausted T cells. Studies have shown that 1 μM ibrutinib reduces exhaustion marker expression on CLL patient T cells *ex vivo* and protects T cells against activation induced cell death (25, 27). This 1 μM ibrutinib concentration does not completely inhibit T cells as its TCR inhibitory effects can be rescued when by a strong co-stimulatory signal (29). We report here that ibrutinib worked in a dose-dependent manner and that concentrations even down to 0.1 μM, decrease exhaustion-related phenotypes on exhausted T cells. This in agreement with previous reports that show a dose-dependent inhibition of ITK by ibrutinib (17, 28). This suggests that lower concentrations of ibrutinib such as those achieved in patients and acting for longer periods may still have direct effects on T cell exhaustion *in vivo*.

Using our T cell exhaustion system, we have shown that ibrutinib affected multiple exhaustion features directly on T cells. Ibrutinib partially restored cytokine production. However, it did not improve cytotoxicity even though it increased CD107a expression and degranulation after stimulation. This may be due to the decreased GzmB expression that we found with ibrutinib treatment or to additional defects in the killing machinery of these cells. Since T cells hierarchically progress through stages of dysfunction during exhaustion and the loss of ability to lyse target cells occurs at an early stage (30, 31), impaired cytotoxic function may follow different kinetics compared to other exhaustion features such as inhibitory receptors. Therefore, it may be that the restoration of killing capacity requires more or longer inhibition of TCR signaling compared to inhibitory receptor downregulation.

Our studies show that ibrutinib directly ameliorates CTL exhaustion in a BTK-independent manner. Ibrutinib covalently binds to the active site of BTK, but also other kinases besides BTK have the corresponding cysteine residue where ibrutinib binding occurs (32). These kinases include other kinase members of Tec family (ITK, TEC, BMX and RLK), EGFR family kinases (EGFR, HER2 and HER4), BLK and JAK3 (32). Ibrutinib has different inhibitory efficiencies on these kinases, but such binding can lead to the off-targets effects. In T cells, ITK is expressed predominantly and acts as the core mediator of TCR singling pathway. Resting lymphocyte kinase (RLK), also expressed in T cells but in relatively low levels, plays a redundant role for ITK. However, RLK fails to be blocked by ibrutinib efficiently (17, 32). Therefore, ITK inhibition by ibrutinib, which has an IC_50_ for ITK of ~4.9nM (33), may largely contribute the reversal of T cell exhaustion by ibrutinib. In support of this, we show that ITK signaling is directly inhibited by ibrutinib in exhausted CTL. Ibrutinib also binds non-covalently to kinases which do not have homology to BTK’s cysteine 481 in their binding site, such as SRC-family kinases (34). The SRC-family kinases Lck and Fyn are involve in T-cell receptor proximal signaling, and can be reversibly inhibited by ibrutinib with an IC_50_ of ~6.3 nM and 29 nM respectively (33, 35). Such non-covalent reversible inhibition can be abrogated in culture by drug washout (17, 36). To exclude such non-covalent reversible inhibition in our cultures, we performed daily ibrutinib treatments for 1 hour followed by drug washout. These studies were inconclusive as washouts removed TCR stimulation from our exhaustion system and reduced T cell exhaustion. We could not perform ibrutinib washouts combined with daily peptide restimulations in this system as daily peptide re-dosing after day 5 induces extensive activation induced cell death. Therefore, we cannot fully exclude that some ibrutinib effects that we describe may be due to reversible SRC-family kinase inhibition. Ibrutinib also inhibits MEK1/2 phosphorylation downstream of TCR signaling (37), which could also contribute to the T cell exhaustion improvement seen in our *in vitro* experiments. In line with this, an inhibitor of MEK, which suppresses MAPK-PI3K-mTOR pathways activity, has been shown to improve the anti-tumor effects of CD8+ T cells and benefit immune checkpoint blockade (ICB) therapy (38–41). This could also indicate that using ibrutinib to enhance immunotherapies may have additional benefits compared to exclusively targeting a single kinase of TCR signaling pathway.

Immunotherapeutic approaches, as ICB therapy, to revive immune response have achieved clinical benefits in several types of malignancies. However, a significant portion of patients exhibit low response rates, which beseeches the development of combination therapies that increase response rates. Ibrutinib has been reported to augment anti-PD-L1 treatment in mouse lymphoma and CLL models (29, 42). We provide evidence that this is a direct effect of ibrutinib on T cell exhaustion and, at least for a major part, through impairing chronic TCR stimulation. Nevertheless, the combination therapy of ibrutinib and anti-PD-L1 checkpoint blockade, in a phase1b/2 clinical study, showed limited antitumor activity in patients with relapsed/refractory solid tumors (43). This is possibly due to the incessant administration of ibrutinib in these patients, which may hinder efficient activation of CD8+ T cells. It also suggests that it is crucial for the success of combined therapy to find the balance between blocking the chronic antigen stimulation without impeding the activation of CTLs. This could be done with lower doses of ibrutinib or intermittent treatment.

In summary, we provide evidence that ibrutinib directly reduces CD8+T cell exhaustion. This is due to its off-target effects and is at least in part due to inhibiting chronic TCR stimulation by blocking ITK signaling. We provide a rationale for using ibrutinib in cancer immunotherapies to improve the functionality of T cells and increase the efficacy of such immunotherapies.

## 4 Methods

### 4.1 Animals

C57BL6/J Tg (TcraTcrb)1100Mjb/J (OT-I) CD45.1+ mice were In-house-bred by backcrossing C57BL/6 OT-I with B6.SJL-Ptprca Pepcb/BoyJ (CD45.1+) mice (both from Charles River France). Btk deficient (*btk*-/-) OT-I mice were generated by cross breeding OT-I CD45.1+ mice with *btk* deficient C57BL/6J (44). Mouse genotyping was performed by PCR and flow cytometry analysis. All experimental mice were kept in a certified barrier facility at Erasmus Medical Center animal facility (Erasmus Dierenexperimenteel Center, EDC). All experiments were carried out in accordance with the guidelines of the Instantie voor Dierenwelzijn (IvD). The Project Proposal (AVD101002015179) of this study was approved by CCD (Centrale Commissie Dierproeven).

### 4.2 *In vitro* CTL exhaustion induction and ibrutinib treatment

*In vitro* exhausted murine CD8+ T cells were generated as previously described (18). In brief, CD8+ T cells were isolated from single-cell suspensions of OT-I mouse splenocytes by negative selection (EasySep, Stemcell Technologies). Exhausted CTLs were induced by repeat OVA peptide _(257-264)_ (Anaspec) stimulation for five days. Cells were split on day 4. Single peptide stimulated cells were stimulated with OVA_(257-264)_ peptide once in the first 2 days and were rested for additional 3 days. On day 5, cells were analyzed by flow cytometry to evaluate their exhaustion phenotypes. From day 5, both single peptide and repeat peptide stimulated cells were treated with ibrutinib (MedChemExpress, No. HY10997) or DMSO. Repeat peptide stimulated cells were maintained with OVA peptide present from day 5 to day 8 in culture medium when treated with ibrutinib. On day 8, cells were collected for flow cytometry staining. The concentration of ibrutinib tested was between 0.1 to 1 μM, which is within range of the peak plasma concentrations (0.175 to 0.45 μM) achieved in ibrutinib treated patients during clinical trials (45). The 1 μM ibrutinib concentration is consistent with the concentration used in previous studies (25, 27) and showed no cytotoxicity in our *in vitro* cultured primary T cells.

For ibrutinib treatment with washouts and redosing, cells were treated as above from day 0 to day 4. On day 5, cells are either treated daily (days 5, 6 and 7) with 1 µM ibrutinib or DMSO for 1 hour followed by two washing steps. Repeat peptide stimulated cells were added with OVA peptide together with ibrutinib treatment on day 5 before washing steps and was hence removed from culture with washes. On day 8, cells were collected for flow cytometry staining.

### 4.3 Flow cytometry

For surface staining, cells were first washed with FACS wash (HBSS containing 3% FBS and 0.02% sodium azide) and then incubated at 4°C in the dark for 20 minutes with appropriate concentrations of fluorochrome-conjugated monoclonal antibodies and appropriate isotype controls: anti-CD8a-eFluor 450 (clone 53-6.7, eBioscience), anti-CD160-PE-CF594 (clone CNX46-3, BD Biosciences), anti-Lag3-APC (clone C9B7W, BD Biosciences), anti-CD244-PE (clone 2B4, BD Biosciences; eBio244F4, eBioscience), anti-PD-1-APC-Cy7 (clone 19F.1A12, Biolegend), anti-Tim3-PE-Cy7 (clone RMT3-23, Invitrogen), anti-TIGIT-FITC (clone GIGD7, eBioscience); anti-CD44-BV786 (clone IM7, BD Biosciences). Cells were also stained with PerCP/Cyanine5.5 labeled Annexin V to exclude apoptotic and dead cells. For Annexin V staining, all solutions and buffers included 2.5 mM calcium chloride (CaCl_2_). After incubating, cells were washed one time with FACS wash and fixed with 1% Paraformaldehyde solution (PFA).

For the intranuclear staining of transcription factors, cells were first surface stained as described above. After washing with FACS wash, cells were fixed with FoxP3 Fixation Buffer (catalogue # 005523, eBioscience) for 1 hour in the dark at 4°C. After fixation, cells were washed with Perm/Wash buffer (catalogue # 008333, eBioscience) and stained for 45 minutes at 4°C in the dark with antibodies against transcription factors: anti-Tox-PE (clone TXRX10, eBioscience), anti-TCF1-A647 (clone C63D9, Cell Signaling). Then, cells were washed twice with Perm/Wash buffer and fixed with 1% PFA. Corresponding isotype controls were included with this staining protocol.

For the intracellular cytokine staining, cells were first re-stimulated with 10µg/ml OVA_(257-264)_ SIINFEKL peptide for 6 hours at 37°C and 5% CO2 in the presence of GolgiPlug(BD Biosciences) and anti-CD107a -APC-Cy7 antibodies (clone ID4B, Biolegend). Cells were then stained with surface antigen antibodies as described above. After washing with FACS wash, cells were fixed with IC Fixation Buffer (catalogue # 88-8824, eBioscience) at 4°C overnight. The next day, cells were washed with Perm/Wash buffer and stained for intracellular cytokines for 45 minutes in the dark at 4°C. Anti-IFN-γ-APC (clone XMG1.2, eBioscience), anti-TNF-α-AF488 (clone MP6-XT22, eBioscience), anti-IL-2-PE (clone JES6-5H4, eBioscience), anti-Granzyme B-PE-Cy7 (clone NGZB, eBioscience) and appropriate isotype controls (all from eBioscience) were used for cytokine detection. After staining, cells were washed twice with Perm/Wash buffer and fixed with 1% PFA.

For the intracellular phospho-protein staining, cells were harvested and fixed immediately with pre-warmed fixation buffer (catalogue # 420801, Biolegend) for 20 minutes at 37°C. After washing with Cell Staining buffer (420201, Biolegend), cells were permeabilized with pre-chilled True-Phos™ Perm Buffer (425401, Biolegend) overnight at -20°C. The next day, cells were stained with phospho-specific antibodies with for 40 minutes at room temperature in the dark after washing. Anti-BTK Phospho (Tyr223)/ITK Phospho (Tyr180) antibody (clone A16128C, Biolegend), anti-PLCγ1 Phospho (Tyr783) antibody (clone A17025A, Biolegend) or isotype control (clone MOPC-21, Biolegend) were used for phosphoflow staining. Lastly, cells were washed twice with cell staining buffer and fixed with 1% PFA.

Samples were measured on a LSRFortessa (BD Biosciences) and analyzed with FlowJo software (Version 9.9.4, Treestar, Ashland, OR, USA).

### 4.4 Western blot assay

Btk+/- and wild type OT-I cells were harvested from *in vitro* exhaustion inducing cultures on day 5. Btk-/- and WT splenocytes were used as control. Western blot was performed as previously described (46). In brief, cell pellets were washed twice with PBS buffer and then lysed in RIPA buffer (150 mM sodium chloride, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, 50 mM Tris, pH 8.0). The total protein concentration was determined by using the Pierce BCA Protein Assay Kit (Thermo Scientific, 23227). The same amount of proteins were loaded into a 4–15% Mini-PROTEAN TGX Gel (Bio-Rad, 456-1084) and transferred to PVDF membrane (Merck Millipore, IPVH00010). Membranes were blocked with 5% BSA in Tris-buffered saline with tween (TBST), primary antibodies were incubated overnight at 4°C in TBST as follows: Rabbit anti-Mouse BTK (Cell Signaling, clone D3H5), mouse anti-Mouse β-Actin (Cell signaling, clone 8H10D10). Membranes were washed and incubated with secondary antibodies as follows: IRDye^®^ 800CW conjugated Goat anti-Mouse IgG (LI-COR Biosciences, 926-32210) and IRDye^®^ 680RD conjugated Goat anti-Rabbit IgG (LI-COR Biosciences, 926-68071) in 3% milk/TBST for 1 hour at room temperature, and imaged using an Odyssey imaging system.

### 4.5 T cell mediated killing assay

Murine T cells were induced to be exhausted as described above. Exhausted T cells were either treated with 1 μM ibrutinib or DMSO from day 5 to day 8 for a total of 3 days. On day 8, cells were washed thoroughly and rested for 24 hours before being seeded together with AE-17 tumor cells. For the co-culturing, AE-17 cells were resuspended with cell culture medium (RPMI 1640 with 10% FBS) at 10^6^ cell/ml, then pulsed with 1μg/ml OVA_(257-264)_ peptide (Anaspec). After being incubated for 1 hour at 37˚C, cells were labelled with CellTraceTM Far Red fluorescent dye (Invitrogen™, C34564) as specific target cells. Equal numbers of un-pulsed cells were labelled with CellTrace™ CFSE fluorescent dye (Invitrogen™, C34554) as non-specific control cells. For killing assay, 10^5^ peptide-pulsed and un-pulsed AE-17 cells were seeded in 12-well plate and co-cultured with different ratios of T cells (Effector: Target ratio: 0:1, 0.5:1, 1:1, 3:1) for 18 hours. The next day, cells were harvested and stained for flow cytometry. The calculation of specific killing used the formula: % specific lysis = 100 –[Target/Non-target (in the presence of effector cells)]/[Mean of Target/Non-target (in the absence of effector cells)] x 100%.

### 4.6 RNA sequencing

Using the *in vitro* exhaustion model, single peptide stimulated and repeat peptide stimulated cells were treated from day 5 to day 8, with DMSO, Ibrutinib as described above. On day 8, 0.5-1*10^6^ live CD8+ T cells were washed with PBS and immediately lysed with TRIzol LS reagent (Life Technologies) and stored at -80°C. RNA was extracted according to manufacturer’s instructions and a bioanalyzer (Agilent) was used to determine the quality and quantity of the extracted RNA. Barcoded sequencing libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #E7760S/L). mRNA was isolated from total RNA using the oligo-dT magnetic beads. After fragmentation of the mRNA, cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the Fragment Analyzer. The size of the resulting products was consistent with the expected size distribution (a broad peak between 300-500 bp). Paired-end sequencing was performed on a Hiseq2500 machine (Illumina) for 150 cycles.

Paired-end raw FASTQ files were analyzed with the nf-core/RNA-seq pipeline (v3.0) using Nextflow (v20.11.0-edge) and its default settings (47, 48). Quality of the sequencing was reported with FastQC (v11.9). Subsequently, bases with low Phred scores (<= 30) were trimmed and the reads with a low mean Phred score were removed using Trim Galore! (v6.6). Trimmed FASTQ reads were mapped to the mouse reference genome version GRCm38 and Ensembl GRCm38.81.gtf gene annotation file using RSEM (v1.3.1), which umbrellas STAR (v2.7.6a) as read aligner. Next, SAMtools (v 1.10) processed the alignment files and extracted mapping statistics for post-alignment stats (49–51). Quality of each sample alignment was visually inspected using reports derived from RSeQC (v3.0.1), Qualimap (v2.2.2-dev) and Preseq (v2.0.3), including read inner distance plots, splice junction annotations, the genomic origin of the mapped reads, and the estimated complexity of the sequencing library (52–54). RSEM estimated transcript counts were imported into R (v4.0.3), transformed to gene counts using tximport (v1.18) and analyzed with DESeq2 (v1.30.0) (55, 56). Only “protein_coding” and “lncRNA” genes were kept using biomaRt (v2.46.0) annotation (57). Gene counts were transformed using the “rlog” function of DESeq2 for visual inspection and for Principal Component Analysis (PCA) utilizing its “plotPCA” function.

### 4.7 Differential expression analysis

Differentially expressed genes were calculated using DESeq2. p-values were calculated using Wald statistical tests, and either the single peptide experiments or DMSO were defined as the reference. Fold Changes (FC) were shrunk with the DESeq2 function “lfcshrink” using method “apeglm” (58).

Genes were indicated as differentially expressed with an adjusted p-value < 0.05, calculated with the Benjamini-Hochberg multiple hypothesis testing method, a BaseMean ≥ 50 counts, and an absolute log2FC > 0.2. Heatmaps were made using the R package pheatmap (v1.0.12), Z-scores were calculated per gene on the rlog counts. Hierarchical clustering was performed using complete clustering and Euclidean distances for both the samples and genes in heatmaps with all statistical significant differentially expressed genes. In the heatmap with a subset of exhaustion-related genes the samples were clustered using the Ward algorithm with a Pearson’s correlation coefficient matrix.

Gene Set Enrichment Analysis (GSEA) was performed with the complete gene-set after shrinkage of the fold changes (59). Genes were ranked on the FC and compared with CD8+ T cell specific exhaustion gene-sets. The CD8+ T cell exhaustion gene-sets were based on the publication of Bengsch B, et al. and downloaded from PubMed Central (60). Enrichment plots were made using R package fgsea (v1.16.0) with 100.000 permutations. The GSEA was calculated separately for the upregulated and downregulated genes. Ingenuity Pathway Analysis (IPA, Qiagen) was performed on all significant differentially expressed genes using IPAs default parameters.

### 4.8 Statistics

Statistical analysis was performed by Prism software (GraphPad Prism 9, Version 9.0.0). Shapiro-Wilk normality test was used to assess the normality of the population distribution. Two-tailed, paired-t test were used to test significant differences between normally distributed populations and Wilcoxon matched-pairs signed rank test was assessed for non-normally distributed data. P values lower than 0.05 were considered statistically significant, with the numbers of asterisks in the figures indicating the p value: * P<0.05, ** P<0.01 and *** P<0.001 and **** P<0.0001.

## Data availability statement

The RNA-seq data is accessible at Gene Expression Omnibus (GEO) platform (https://www.ncbi.nlm.nih.gov/geo/), with accession number GSE220433. The RNA-seq pipeline parameters, R code, and external data is available on our departmental bitbucket: https://bitbucket.org/immunology-emc/btk_ctl_publication/.

## Ethics statement

The animal study was approved by Instantie voor Dierenwelzijn (IvD) and CCD (Centrale Commissie Dierproeven). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

LL, MZ, CK, MC, MW contributed to the *in vitro* experiments. MZ, LL, YM and PK contributed to data analysis. DG, HW performed the Bioinformatics analysis. Study was designed by MZ, LL, RH, YM and PK. Study was conceived by MZ, YM and PK. LL and MZ contributed equally to experimental design, execution and manuscript writing. Manuscript was written by MZ, LL, YM, DG, HW and PK. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Ibrutinib directly reduces CD8+T cell exhaustion independent of BTK
**Source:** Front Immunol. 2023 Sep 12;14:1201415. doi: 10.3389/fimmu.2023.1201415
**Supplement:** Supplementary Table 1 — IPA analysis depicting the canonical pathways activated (A) or inhibited (B) by treating with ibrutinib in vitro exhausted CTL. The percentage of molecules regulated in the pathway, the z-score and the p-value are shown.

**Tables with titles and legends**

Supplementary Table 1

| Predicted activated pathways in ibrutinib treated *in vitro* exhausted CTLs | | | | |
| --- | --- | --- | --- | --- |
| Rank | Pathways | % molecules regulated | z-score | p-value |
| 1 | Role of JAK1, JAK2 and TYK2 in Interferon Signaling | 38.5 | 2.449 | 6.17E-06 |
| 2 | iNOS Signaling | 27.7 | 2.530 | 1.70E-05 |
| 3 | Interferon Signaling | 25.0 | 1.667 | 7.59E-04 |
| 4 | Cell Cycle: G2/M DNA Damage Checkpoint Regulation | 22.0 | 1.508 | 6.61E-04 |
| 5 | TNFR2 Signaling | 21.9 | 0.816 | 6.46E-03 |
| 6 | STAT3 Pathway | 21.5 | 0.688 | 7.08E-08 |
| 7 | TNFR1 Signaling | 21.2 | 0.632 | 9.33E-04 |
| 8 | 4-1BB Signaling in T Lymphocytes | 20.6 | 1.342 | 9.12E-03 |
| 9 | Inflammasome pathway | 20.0 | 2.000 | 0.05 |
| 10 | Th1 Pathway | 18.9 | 1.091 | 1.58E-05 |

B

| Predicted inhibited pathways in ibrutinib treated *in vitro* exhausted CTLs | | | | |
| --- | --- | --- | --- | --- |
| Rank | Pathways | % molecules regulated | z-score | p-value |
| 1 | Glycolysis I | 38.5 | -3.162 | 6.17E-06 |
| 2 | Colanic Acid Building Blocks Biosynthesis | 35.7 | -1.342 | 2.14E-03 |
| 3 | Superpathway of Geranylgeranyldiphosphate Biosynthesis I (via Mevalonate) | 27.8 | -2.236 | 7.24E-03 |
| 4 | PD-1, PD-L1 cancer immunotherapy pathway | 27.4 | -1.000 | 1.82E-10 |
| 5 | Myc Mediated Apoptosis Signaling | 26.0 | -0.832 | 3.47E-05 |
| 6 | Estrogen-mediated S-phase Entry | 23.1 | -0.816 | 8.71E-03 |
| 7 | Gluconeogenesis I | 23.1 | -2.449 | 8.71E-03 |
| 8 | IL-23 Signaling Pathway | 21.7 | -1.000 | 1.26E-03 |
| 9 | p53 Signaling | 19.4 | -0.535 | 5.62E-05 |
| 10 | Death Receptor Signaling | 18.8 | -1.213 | 1.38E-04 |

**Supplementary Table 1:** IPA analysis depicting the canonical pathways activated **(A)** or inhibited **(B)** by treating with ibrutinib *in vitro* exhausted CTL. The percentage of molecules regulated in the pathway, the z-score and the p-value are shown.

How the deposited data were processed for this re-analysis (not part of the article)

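Gene expression was measured by RNA-seq in 18 libraries of OT-I CD8+ T cells, in the 4 groups given by single or repeat peptide stimulation and by treatment with DMSO or 1 µM ibrutinib from day 5 to day 8. Groups came from the sample labels and the paper. The authors trimmed the reads, mapped them to GRCm38 with the Ensembl annotation using RSEM with STAR, and deposited a table of genes for each library. Its expected counts are the authors' estimated counts of reads per gene, which need not be whole. Its TPM values are scaled by the authors to the same total in every library and were not used in any test. The deposited effective length of each gene in bases served only in an alternative. The authors' own filter to protein-coding and lncRNA genes, their DESeq2 test and their rlog values come after these tables.

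Expected counts were rounded to whole numbers. Each table lists 45706 genes, of which 45143 matched the GENCODE M21 annotation of GRCm38 by identifier. Gene names, coordinates and the 27903 protein-coding or lncRNA genes come from it, in place of the biomaRt annotation that the authors used. No line lacked a gene. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0 and fgsea 1.28.0. Genes passing edgeR's filterByExpr (12255) were normalized by TMM and fitted with glmQLFit (robust), and groups were compared with glmQLFTest. The thresholds were an adjusted p-value under 0.05, a mean normalized count of at least 50 and an absolute log2 fold change above 0.2. The comparisons were ibrutinib against DMSO in repeat and in single peptide stimulated cells, repeat against single peptide with DMSO and with ibrutinib, and the interaction, which is the difference between the ibrutinib effects. All 4 groups shared a single fit, since each has only 4 or 5 libraries. PCA used rlog values of the 500 most variable genes. Gene lists were tested with camera on log2 CPM with a prior count of 2, adjusted over 6 lists (glycolysis, mevalonate, interferon, death receptor, inhibitory receptor and T cell receptor target genes). The genes named were those of the paper's RNA-seq results, the kinases and proteins it names, and for each comparison the called genes with the largest fitted rise and fall that changed the same way in experiments A to D. Tests, thresholds, lists, gene rule and alternatives were set before the data were examined, apart from the DESeq2 test with a block and what is marked as chosen later.

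The total expected count per library had a median of 27420965 and a range from 23445922 to 51995372. At this depth counting error is small for most tested genes, and the spread between cultures limits the comparisons. It matters for genes with a few counts, such as *Btk*, and a gene at or under 3 counts in all libraries of a group has only a lower bound of its fold change. Counts of libraries of a group differed far beyond sampling noise (chi-square per degree of freedom from 28.74 to 226.6), so no library was a second copy of another.

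Whether libraries of an experiment belong together was checked from their deviations from the group means. All 24 pairs of libraries from the same experiment in different groups correlated above 0.1, at 0.16 to 0.494 (median 0.325). The other 97 pairs had a median of -0.076 and ranged from -0.44 to 0.404. The experiment comes from the text of the genotype entry in the labels, and libraries of an experiment also shared the sex that *Xist* and genes of the Y chromosome show. The experiments therefore pair the libraries. The main comparisons, the PC1 tests and the main list tests nevertheless ignore this pairing, since the paper's text does not name a block. The fit with the experiment as a block is the alternative that uses it. For ibrutinib in repeat peptide cells it called 1694 genes, against 726 without it.

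The scripts were tested on simulated counts drawn from the means and spread of these libraries, with 200 changed genes. The test called 86.5% of them, with 8 unchanged genes called, among 12075 genes. With effects of the experiment added, it called 70.5% without and 86.5% with the block, among 12099 genes. A comparison with no changed genes gave 0 calls in both. A reversal of 30% of the change put into the simulation was recovered as 26.4% among 11876 genes.

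Alternatives were DESeq2's size factors, no filter on low counts, no threshold on the mean count, an absolute log2 fold change above 1, an offset for the effective length, all gene types, a fit of only the compared groups, the block, DESeq2's Wald test with apeglm shrinkage, other set tests, 2000 genes or other transformations in the PCA, and each library left out in turn. Ingenuity pathway analysis and the published exhaustion gene sets were not used here. Results of some single genes are not reported here. The flow cytometry, western blot and phosphorylation experiments have no RNA-seq libraries among those analysed here.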

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

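The tests on other splits of the libraries for the interaction and for the interferon genes in single peptide stimulated cells were set before their results were seen. All other tests of explanations were chosen after the result was seen.

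In 5 of 68 groups of values tested a library stood apart from the others of its group by Dixon's criterion, and chance alone gives about 3.4. The repeat ibrutinib replicate D library had a total expected count of 51995372, against 23449518 to 26585518 in the other libraries of its group. Without it 868 genes were called between repeat ibrutinib and repeat DMSO, against 726 with it. The single ibrutinib replicate C library had a total of 34852484, against 30844731 to 31482652, and without it 341 genes were called in single peptide stimulated cells, against 373. Library size thus moved neither count beyond the range that other left-out libraries gave (354 to 874 and 131 to 391). Repeat ibrutinib replicate B had 827 normalized counts of *Cd244a*, against 121.3 to 251.1 in the others, and the log2 fold change of *Cd244a* was -1.37 without it and -0.50 with it. It was 0.03 without repeat DMSO replicate B, so either library of experiment B moves it, in opposite directions. Repeat ibrutinib replicate C had 1343.9 normalized counts of *Tox*, against 860.7 to 981.9, and without it the log2 fold change of *Tox* was -0.84 (adjusted p = 0.00496, edgeR). Single ibrutinib replicate D had 5171.2 normalized counts of *Nfatc1*, against 6202.1 to 6296.3. Apart from the experiment each came from, the design offers no condition that would set these libraries apart, so no biological explanation was tested.

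The paper compares ibrutinib with DMSO only in repeat peptide stimulated cells. In single peptide stimulated cells ibrutinib changed 373 genes, 43 higher and 330 lower (1658 at an unadjusted p-value under 0.05). Of 100 splits of these 9 libraries drawn from 126, 2 called as many genes. The other one set single DMSO and single ibrutinib replicates C and D against the rest, which follows the experiments and parts no pair, and called 894. With the experiment as a block the ibrutinib comparison called 1114 genes, of which 372 were among the 373. Of the 16 splits that part all 4 pairs, only 1, the real one, called as many genes, and another called 274. That split swaps all 4 pairs, so that it is the real comparison reversed except for single DMSO replicate F, and with the block it gave the same 1114. The other 14 called 0. These 16 splits are too few to exclude chance. Leaving out single ibrutinib replicate A lowered the count to 131. Only 58 genes were called with ibrutinib in both kinds of cells, 46 in the same direction. Of the 373 genes, 319 were also called between repeat and single peptide cells with DMSO, 282 of them in the opposite and 37 in the same direction. Across all tested genes the correlation was -0.008, below the 0.075 to 0.132 of 20 simulations of unchanged groups that share the DMSO libraries.

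The effect of ibrutinib differed between repeat and single peptide stimulated cells for 154 genes by the interaction test, 128 of them higher with ibrutinib in repeat peptide cells relative to single peptide cells (1397 at an unadjusted p-value under 0.05). Of these, 114 were also called in repeat peptide and 45 in single peptide cells. A difference in scaling between libraries is argued against as the whole cause, since it would move all genes alike, whereas 113 of the 154 lay over 1 on the log2 scale from the median of all tested genes, 12 of them below it and the others above. Chance stays open for the count as a whole, because the splits that were run cannot decide it. Of 100 splits of the libraries within repeat and within single peptide cells, 6, the real one included, called at least 154 genes. These splits were drawn without regard to the experiments that pair the libraries. The largest other count, 2751, came from a split that put repeat DMSO replicates A and B with repeat ibrutinib replicates A, B and C and parts 1 pair of libraries of an experiment, whereas the real split parts 8. Only 2 of the 100 splits part all 8 pairs, the real one and one that called 0 genes, which are too few to compare. With the block 679 genes were called, 153 of them among the 154, and without repeat DMSO replicate C the count was 84.

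The interferon list was among the results that differed. In repeat peptide cells its genes changed in both directions (median 0.04, with 5 called higher and 3 lower, or 10 and 6 with the block), and its summed CPM was higher with ibrutinib in 4 of 4 pairs. Its median difference in the interaction was 0.47, with 30 of 32 genes higher (camera, adjusted p = 1.52e-12, and 0.00118 with fry). In single peptide cells ibrutinib lowered the list by a median of -0.61, with 28 of 32 genes lower (camera, adjusted p = 1.7e-14). No other of 100 splits gave as small a p-value for the list, in the interaction (1 of 100, the real split) or in single peptide cells (1 of 100). In single peptide cells the lead was narrow, with an unadjusted camera p of 5.66e-15 against 8.57e-15 for the next split. That split put single DMSO replicate F in place of single ibrutinib replicate A. Splits that part all 4 pairs were run as a set for the lists only in repeat peptide cells. The scaling between libraries is argued against, since it would move all genes alike, whereas the median of the list lay 0.46 above that of all tested genes on the log2 scale. No single library explains it, since the median with any library left out was at least 0.376. Fewer myeloid cells after ibrutinib are argued against only as a loss of their own RNA. The list fell by 1091 CPM in single peptide cells, while 6 myeloid marker genes fell by 0.68 CPM, from a mean of 2.54 to 1.86. An influence of such cells on the T cells was not tested and stays open. With scaling, a single library and RNA of myeloid cells argued against, a candidate explanation is that ibrutinib lowers an interferon response in single peptide stimulated cells. This is a hypothesis found and tested on the same libraries. *Ifng* itself fell with ibrutinib in both repeat (-1.78) and single (-2.51) peptide cells, and these falls did not differ past the threshold (interaction 0.73, adjusted p = 0.851, edgeR). Differences between the cultures other than peptide, such as cell density, stay open and untested.

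*Eomes* was among the genes whose change differed, rising with ibrutinib in repeat peptide cells and falling in single peptide cells from 2337 ± 595.1 (SD, n = 5) to 1024 ± 109.6 (SD, n = 4). The interaction was 2.56 on the log2 scale (standard error 0.62, adjusted p = 0.0468, edgeR), and in all 4 pairs *Eomes* was higher in repeat and lower in single peptide cells with ibrutinib. No single library makes this difference, which was at least 2.13 with any library left out, nor do differences between experiments, with which it was 2.25 as a block. Its adjusted p-value, however, lies at the threshold. It ranged from 0.0105 to 0.115 over 18 fits that left out 1 library and was under 0.05 in only 5 of them. It was 0.0812 with the block, 0.0501 with all gene types and 0.146 without a filter on low counts. DESeq2's Wald test gave 0.00843, with a difference that its shrinkage reduced to 0.1.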

How the results depend on the processing

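All alternatives were set before the data were examined, except the DESeq2 test with the experiment as a block, which was chosen after seeing the data. Causes were not tested unless a construction names them.

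Requiring an absolute log2 fold change above 1, which by construction keeps fewer genes, left 237 of 726 genes for ibrutinib in repeat peptide cells, 1994 of 5765 for repeat against single peptide with DMSO, 1461 of 4703 for the same with ibrutinib and 202 of 373 for ibrutinib in single peptide cells. Fitting only the compared groups, with fewer libraries to estimate the spread, gave 464 and 181 genes for ibrutinib in repeat and single peptide cells. The replicate block gave 1694, 1114 and 679 genes for ibrutinib in repeat cells, in single cells and for the interaction (154 without it). It takes out the differences between experiments. DESeq2's Wald test gave 596 genes for ibrutinib in single peptide cells and 327 for the interaction. DESeq2 with the block gave 1890 and 1345 for ibrutinib in repeat and single peptide cells. Other settings kept each count within 1.5 times.

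Fits that each left out 1 library gave from 354 (without repeat DMSO replicate D) to 874 genes for ibrutinib in repeat peptide cells, from 5072 to 5840 for repeat against single peptide with DMSO, from 3763 to 4924 for the same with ibrutinib, from 131 (without single ibrutinib replicate A) to 391 for ibrutinib in single peptide cells and from 84 (without repeat DMSO replicate C) to 171 for the interaction.

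The position of repeat ibrutinib on PC1 lay from 27.4% to 33.1% and the share of the repeat peptide change that ibrutinib reversed from 17.8% (with the replicate block) to 34.2%, within the spread between libraries. The value with the block leaves out repeat ibrutinib replicate E, whose share was the largest (40.8%), since experiment E has no DMSO library. The exhaustion sets kept direction and significance in the settings run, except the higher set under limma's fry (-0.47, adjusted p = 0.08), for which the cause was not tested. Camera with an estimated correlation was not run on these sets. With camera's correlation estimated, the same medians no longer passed for the T cell receptor target (-0.69, adjusted p = 0.141), glycolysis (-0.45, 0.152), inhibitory receptor (-0.84, 0.0605) and mevalonate (-0.68, 0.284) lists. The last also failed under fry (0.065). The interferon list in repeat peptide cells passed in 2 of 9 fits that left out a library, its median ranging from 0.0032 to 0.062. The median of the death receptor list changed sign, from -0.037 to 0.038 over the fits that left out a library, and never passed.

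For single genes, *Tbx21* with ibrutinib reversed to 0.018 with the replicate block and to 0.00601 with DESeq2 and the block, and lay from -0.17 to 0.019 over left-out libraries. *Batf* between repeat and single peptide cells lay from -0.014 to 0.19, *Cd160* with ibrutinib from -0.29 to 0.011 (reversed without repeat DMSO replicate B) and *Cd244a* from -1.37 to 0.033. None of these passed the threshold. Apart from these reversals, single genes were compared by the side of an adjusted p-value of 0.05 on which they lay. Under other settings they became weaker 9 times and stronger 4 times and stayed on their side 342 times. With a library left out they became weaker 31 times and stronger 4 times and stayed 373 times. Among 46 genes named by the paper or by the rule for large changes, the replicate block brought 4 past an adjusted p-value of 0.05 for ibrutinib in repeat peptide cells, 1 for repeat against single peptide with DMSO, 3 for ibrutinib in single peptide cells and 8 for the interaction. It took 1 back over it for repeat against single peptide and 1 for the interaction, which was *Eomes* (2.25, adjusted p = 0.0812, edgeR). *Tbx21* between repeat and single peptide cells passed with it (0.52, adjusted p = 0.000638, edgeR), with DESeq2 and the block (0.52, adjusted p = 7.81e-05) and without single DMSO replicate F (0.52, adjusted p = 0.0465, edgeR), and in none of the other fits run (0.40, adjusted p = 0.109, edgeR, without any of these). Of the 32 interferon genes it called 19 lower in single peptide cells (9 without it) and 12 higher in the interaction (4 without it). It changed no call of a list in repeat peptide cells under camera.

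Depth limits genes with few counts. The large falls and rises of genes at or under 3 counts in a group have only lower bounds, and *Btk* could not be tested.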

Differences from the paper's values

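The number of differentially expressed genes between repeat peptide stimulated cells with and without ibrutinib was 726 here, against the paper's 1745. Among the alternatives set before the data were examined, the replicate block gave 1694 genes, which is within 1.5 times the paper's number. DESeq2's size factors (736), no filter on low counts (583), no threshold on the mean count (781), an absolute log2 fold change above 1 (237), the effective-length offset (594), all gene types (724), only the groups compared (464), DESeq2's Wald test with apeglm (1075) and each left-out library (354 to 874) did not close the gap. DESeq2 with the replicate block, chosen after seeing the values, gave 1890. The sets of libraries may also differ, since Fig. 4A appears to show more repeat peptide DMSO libraries than the 4 analysed here. What further libraries would add to the count could not be tested.

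The paper states that *Eomes* was upregulated by ibrutinib. It was 2.59-fold higher here with an adjusted p-value of 0.0743 from edgeR, and so was not called. DESeq2's Wald test (adjusted p = 0.0454) and the fits without repeat DMSO replicate B (0.0169), repeat ibrutinib replicate C (0.0268) or repeat ibrutinib replicate D (0.0484) called it, as did adjustment over the list alone (0.012). The paper states that *Nfatc1* was not affected, as here. DESeq2 with the replicate block, chosen after seeing the values, gave it an adjusted p-value of 0.0183 (Wald test). Its log2 fold change there, -0.192, stayed under the threshold of 0.2, so that it was not called.

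The paper reports interferon signaling as activated. The interferon list here had a median difference of 0.04 and did not pass the threshold (camera, adjusted p = 0.13), apart from the fits without repeat DMSO replicate C (0.048) or repeat ibrutinib replicate B (0.0493). Its summed CPM was higher with ibrutinib in 4 of 4 pairs. The paper reports cell death pathways as inhibited, and the death receptor list here did not move as a group (median -0.04, camera, adjusted p = 0.826). Other cell death pathways in its supplement, such as Myc-mediated apoptosis, were not tested. The interferon and death receptor lists weigh every gene alike, whatever its role. Their medians are therefore not the same measure as the paper's pathway scores.

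PC1 held 81.1% of the variance here against about 67% in Fig. 4A, and PC2 6.91% against about 7% in Fig. 4A, all of the paper's values read by eye. Fig. 4A shows about 6 repeat peptide DMSO libraries, read by eye, and 4 were analysed here.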

Other observations

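All tests of explanations in this part were chosen after the result was seen.

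Other splits of the libraries were compared with the groups behind the counts. For ibrutinib in repeat peptide cells 1 of 100 splits drawn from 126, the real one, called 726 genes or more, and the largest other count, 640, came from a split that moved only repeat ibrutinib replicate C to the DMSO group. For repeat against single peptide cells 1 of 100 splits reached 5765 genes with DMSO and 1 of 100 reached 4703 with ibrutinib. Since the experiments pair the libraries, the 16 splits that part all 4 pairs were run as well. In each comparison only 1 of the 16, the real one, reached the count. The split that swaps all 4 pairs is the real comparison reversed except for a library without a pair, and called 0 genes for ibrutinib in repeat peptide cells, 2961 for repeat peptide with DMSO and 3308 with ibrutinib. With the block it gave the same counts as the real split (1694, 6564 and 5950). The other 14 called 0 in each comparison. A share of 1 in 16 is too large to exclude chance on these splits alone. The exhaustion sets were tested on 3 against 2 libraries and were not split.

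For the gene lists in repeat peptide stimulated cells, splits are a stricter test than camera's p-value. As small a p-value as the real one came from 4 of 100 splits for the inhibitory receptor list and from 2 of 100 for the T cell receptor target list. It came from 15 of 100 for the glycolysis list, 29 of 100 for the mevalonate list, 46 of 100 for the interferon list and 69 of 100 for the death receptor list. Of the 16 splits that part all 4 pairs, 1, the real one, gave as small a p-value for the T cell receptor target list, 2 for the inhibitory receptor list (the real one and the one that swaps all pairs), 2 for the glycolysis, 4 for the mevalonate, 6 for the interferon and 8 for the death receptor list. Chance thus stays open for the fall of the glycolysis and mevalonate lists. The glycolysis split with the smallest p-value, 4.77e-11, put replicates A and B of both treatments with repeat ibrutinib replicate E, which follows the experiments and parts no pair. With the experiment as a block the glycolysis list had a median of -0.42 (camera, adjusted p = 3.29e-06) and the mevalonate list one of -0.56 (camera, adjusted p = 0.00446), and 4 of the 16 splits gave as small a p-value for each.

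Genes induced through the T cell receptor fell with ibrutinib, which the paper examined by phosphorylation but not in its RNA-seq. Of 20 such genes 16 were lower in repeat peptide cells (median -0.69, camera, adjusted p = 4.66e-06, and 0.00755 with fry), and *Nr4a1*, *Nr4a2*, *Nr4a3*, *Irf4*, *Il2ra*, *Dusp5* and *Ifng* were called. In single peptide cells 18 were lower (median -1.07, camera, adjusted p = 1.57e-17). As small a p-value came from 3 of 100 splits of the single peptide libraries, the real one included. The smallest other was 3.87e-21, against an unadjusted 2.62e-18 for the real split (camera). The list shares *Tnf* with the death receptor list, and *Irf4* is a gene the paper picked from these libraries. In single peptide stimulated cells the largest falls with ibrutinib by the fitted log2 fold change were in *Ccl3* (at least 23.1-fold lower), *Lif* (log2 fold change -3.76, standard error 0.71) and *Serpina3f* (-3.10, standard error 0.482), a gene with close copies. The largest rises were in *Nipa1* (1.24, standard error 0.174), *Pard6b* (0.93, standard error 0.172) and *Runx1* (0.89, standard error 0.227). *Nipa1* also rose in repeat peptide cells, by 2.27 (standard error 0.193). *Lag3* (-1.18), *Tigit* (-1.66), *Cd160* (-0.77) and *Irf4* (-0.95) fell with ibrutinib in single peptide cells too, whereas *Pdcd1* (-0.26, adjusted p = 0.633, edgeR) did not change. For *Pdcd1* the difference between the ibrutinib effects did not pass the threshold (interaction -0.91, adjusted p = 0.099, edgeR).

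With ibrutinib in both treatment arms, 4703 genes were called between repeat and single peptide stimulated cells, 2295 higher and 2408 lower, and 4096 of them were also called with DMSO, 4080 in the same direction.

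Among the kinases that the paper names as targets of ibrutinib, *Btk* (chromosome X of GRCm38 from 134542336 to 134583570) had 13.44 ± 5.338 normalized counts (SD, n = 4) in repeat peptide cells with DMSO and 5.246 ± 5.144 (SD, n = 5) with ibrutinib. It had no count in single peptide cells with DMSO and 0.4741 ± 0.9481 (SD, n = 4) with ibrutinib, and too few counts to be tested. *Bmx*, *Egfr*, *Erbb2* and *Erbb4* also had too few counts, as had *Il2*. *Lck* had 20670 ± 1995 (SD, n = 4) in repeat peptide cells with DMSO, *Jak3* 8150 ± 766.4 (SD, n = 4) and *Fyn* 6246 ± 797.5 (SD, n = 4), and none of these changed with ibrutinib (adjusted p = 0.469, 0.459 and 0.567, edgeR). *Tec* (0.45, adjusted p = 0.272, edgeR) and *Blk* (-0.33, adjusted p = 0.892, edgeR) were not called either. *Txk* rose from 556.3 ± 221 (SD, n = 4) to 1302 ± 401.4 (SD, n = 5), a log2 fold change of 1.22 (standard error 0.248, adjusted p = 0.00547, edgeR). Its level in single peptide cells with DMSO was 4413 ± 675.1 (SD, n = 5). Of the proteins measured in the paper by flow cytometry after other treatments of the cells, *Gzmb* fell with ibrutinib in repeat peptide cells (-1.12, standard error 0.251, adjusted p = 0.011, edgeR) and was not called without repeat DMSO replicate D (-0.88, adjusted p = 0.0671, edgeR). *Ifng* fell as well (-1.78, standard error 0.492, adjusted p = 0.036, edgeR), without peptide re-stimulation, while *Tnf* (-0.08, adjusted p = 0.867), *Lamp1* (0.24, adjusted p = 0.131) and *Plcg1* (0.34, adjusted p = 0.239) were not called (edgeR). With the experiment as a block *Plcg1* was higher (adjusted p = 0.00952, edgeR).

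The changes with ibrutinib ran against those with repeat peptide across genes (r = -0.786). The DMSO libraries that both comparisons share are argued against as the whole cause, since simulated unchanged groups gave no value below -0.159. Real cultures shift across many genes together, as the spread on PC1 within groups shows, and may vary more than these simulations. The sets made and tested in separate libraries also changed in the opposite direction (medians -0.47 for the higher and 0.52 for the lower set).

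PC2 followed the sex of the cells rather than the treatment. The 8 libraries with *Xist* scored from 5.35 to 9.1 and the other 10 from -7.63 to -3.85, and *Xist* accounted for 96.3% of the variance of PC2 across libraries. Only 15 of the 500 genes lie on X or Y, but they include 7 of the 20 with the largest loadings. Without genes of X and Y *Xist* accounted for 30.8% of PC2, which suggests that these genes make most of the pattern, and the position of the ibrutinib group on PC1 stayed at 29.6%.

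Ibrutinib libraries listed more genes with at least 1 count than their DMSO library in 7 of 8 pairs from the same experiment (median difference 1346 genes, two-sided exact sign-flip permutation test, p = 0.0156). Library depth is argued against as the cause, since after thinning every library to 23445921 counts it was so in 8 of 8 pairs (median difference 1136, exact permutation p = 0.00781, the smallest p that 8 independent pairs allow), with differences from 156 to 3984 genes. The 8 pairs come from only 4 experiments, each with a repeat and a single peptide pair. All tests over 8 pairs here treat them as independent, so their p-values can be too small. RNA from myeloid cells, B cells and red blood cells cannot be told apart from other sources. The sum of 6 myeloid markers was higher in the ibrutinib library in 0 of 8 pairs (exact permutation p = 0.00781), but in repeat peptide cells *Cd14* set most of the fall, from 2.01 to 0.65 CPM, while *Lyz2* went from 0.01 to 0.45 CPM and *Itgam* from 0.36 to 0.81 CPM. Without *Cd14* it was higher in 2 of 8 pairs (exact permutation p = 0.5). The 8 B cell markers were higher in 5 of 8 pairs (exact permutation p = 1), a sum set by *Ighm*, which is high in all libraries, and the 3 red blood cell markers, at no more than 0.24 CPM, in 3 of 8 pairs (exact permutation p = 0.625). Sums over all of these markers depended on which genes were included. With all 17 the sum was higher in 4 of 8 pairs (exact permutation p = 0.992), without *Ighm* or without *Ighm* and *H2* genes in 0 of 8 (p = 0.00781 in both, exact permutation tests), and without *Cd74* as well in 2 of 8 (exact permutation p = 0.148). These selections were made after the levels were seen and decide nothing. Genomic DNA cannot be told apart from weak transcription. Reads on genes silent with DMSO were 0.98 times as dense on X as on autosomes in ibrutinib libraries with *Xist* and 0.621 times in those without, the direction that DNA from female and male cells would give, but the libraries overlapped (exact permutation test over 126 splits, p = 0.103). The correlation of counts with gene length among these silent genes was higher in the ibrutinib library in 8 of 8 pairs, as DNA would give, but the genes were chosen for having at most 2 counts over the DMSO libraries, so this comparison decides nothing. Reads on 1343 olfactory and vomeronasal receptor genes, which DNA would raise, were more frequent with ibrutinib in 5 of 8 pairs (exact permutation p = 0.328). The cap of 20 counts for a silent gene and the minimum of 200 counts per library were chosen after looking at the values. Such a background would make up a median of 0.017% of the counts of genes called higher in repeat peptide cells and over 10% of the counts of 0 of them. No biological explanation was tested.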
